# A newly-developed community microarray resource for transcriptome profiling in *Brassica *species enables the confirmation of *Brassica*-specific expressed sequences

**DOI:** 10.1186/1471-2229-9-50

**Published:** 2009-05-08

**Authors:** Martin Trick, Foo Cheung, Nizar Drou, Fiona Fraser, Edward K Lobenhofer, Patrick Hurban, Andreas Magusin, Christopher D Town, Ian Bancroft

## Abstract

**Background:**

The *Brassica *species include an important group of crops and provide opportunities for studying the evolutionary consequences of polyploidy. They are related to *Arabidopsis thaliana*, for which the first complete plant genome sequence was obtained and their genomes show extensive, although imperfect, conserved synteny with that of *A. thaliana*. A large number of EST sequences, derived from a range of different *Brassica *species, are available in the public database, but no public microarray resource has so far been developed for these species.

**Results:**

We assembled unigenes using ~800,000 EST sequences, mainly from three species: *B. napus*, *B. rapa *and *B. oleracea*. The assembly was conducted with the aim of co-assembling ESTs of orthologous genes (including homoeologous pairs of genes in *B. napus *from each of the A and C genomes), but resolving assemblies of paralogous, or paleo-homoeologous, genes (*i.e*. the genes related by the ancestral genome triplication observed in diploid *Brassica *species). 90,864 unique sequence assemblies were developed. These were incorporated into the BAC sequence annotation for the *Brassica rapa *Genome Sequencing Project, enabling the identification of cognate genomic sequences for a proportion of them. A 60-mer oligo microarray comprising 94,558 probes was developed using the unigene sequences. Gene expression was analysed in reciprocal resynthesised *B. napus *lines and the *B. oleracea *and *B. rapa *lines used to produce them. The analysis showed that significant expression could consistently be detected in leaf tissue for 35,386 unigenes. Expression was detected across all four genotypes for 27,355 unigenes, genome-specific expression patterns were observed for 7,851 unigenes and 180 unigenes displayed other classes of expression pattern. Principal component analysis (PCA) clearly resolved the individual microarray datasets for *B. rapa*, *B. oleracea *and resynthesised *B. napus*. Quantitative differences in expression were observed between the resynthesised *B. napus *lines for 98 unigenes, most of which could be classified into non-additive expression patterns, including 17 that showed cytoplasm-specific patterns. We further characterized the unigenes for which A genome-specific expression was observed and cognate genomic sequences could be identified. Ten of these unigenes were found to be *Brassica*-specific sequences, including two that originate from complex loci comprising gene clusters.

**Conclusion:**

We succeeded in developing a *Brassica *community microarray resource. Although expression can be measured for the majority of unigenes across species, there were numerous probes that reported in a genome-specific manner. We anticipate that some proportion of these will represent species-specific transcripts and the remainder will be the consequence of variation of sequences within the regions represented by the array probes. Our studies demonstrated that the datasets obtained from the arrays can be used for typical analyses, including PCA and the analysis of differential expression. We have also demonstrated that *Brassica*-specific transcripts identified *in silico *in the sequence assembly of public EST database accessions are indeed reported by the array. These would not be detectable using arrays designed using *A. thaliana *sequences.

## Background

The cultivated *Brassica *species are the group of crops most closely related to *Arabidopsis thaliana*. They are members of the Brassicaceae (sometimes referred to as the Crucifereae) family [1]. The species typically termed the "diploid" *Brassica *species, *B. rapa *(*n *= 10), *B. nigra *(*n *= 8) and *B. oleracea *(*n *= 9) contain the A, B and C genomes, respectively. Each pairwise combination has hybridized spontaneously to form the three allotetraploid species [2], *B. napus *(*n *= 19, comprising A and C genomes), *B. juncea *(*n *= 18, comprising A and B genomes) and *B. carinata *(*n *= 17, comprising B and C genomes). The genome of *B. rapa *is the smallest, at *ca*. 500 Mb [3], and a genome sequencing project is under way, with both sequences and sequence annotations in the public domain 

The lineages of *B. rapa *and *B. oleracea *diverged *ca*. 3.7 Mya [4] and genetic mapping has confirmed that the overall organisation of their genomes is highly collinear [5]. Their hybridisation to form *B. napus *probably occurred during human cultivation, *i.e*. less than 10,000 years ago. Comparative genetic mapping showed that the progenitor A and C genomes in *B. napus *have undergone little or no gross rearrangement during that time [6] and also revealed extensive duplication within the *Brassica *genomes [5]. Recent cytogenetic studies have shown that a distinctive feature of the *Brassiceae *tribe, of which the *Brassica *species are members, is that they contain extensively triplicated genomes [7].

Even at the resolution of linkage maps, extensive collinearity can be identified between the genomes of *Brassica *species and *A. thaliana*. For example, a landmark study using sequenced RFLP markers demonstrated that 21 segments of the genome of *A. thaliana*, representing almost its entirety, could be replicated and rearranged to generate a structure approximating that of the *B. napus *genome [8]. A study across the Brassicaceae subsequently identified 24 conserved chromosomal blocks, relating them to a proposed ancestral karyotype of *n *= 8 [9]. A number of genome analyses have been conducted in *B. oleracea, B. rapa *and *B. napus *using physical mapping techniques. The results have shown that the diploid *Brassica *genomes contain extensive triplication, consistent with their having evolved from a hexaploid ancestor [10-12]. Two sequence-level studies, one in *B. oleracea *[13] and one in *B. rapa *[14] have provided further support for the hypothesis of hexaploid ancestry for the *Brassica *species. If this hypothesis were true, the duplicate genes we observe in the extant diploid genomes would formally be "paleo-homoeologues". However, here we will use the more general term paralogue, which is free of this assumption, to clearly delineate from the recognisable homoeologues in *B. napus *arising from the very recent hybridisation of the A and C genomes. The studies using physical mapping and sequencing approaches showed that, although sets of three related genome segments (paralogues) will often be identifiable within the genome of the diploid *Brassica *species, a proportion of the genes in these segments will have been lost.

*Brassica *polyploids can be synthesised artificially. For example, *B. napus *can be resynthesised by hybridization of *B. rapa *and *B. oleracea*. However, it has been found that such lines display genome instability [15], which can persist for many generations and is thought to involve homoeologous non-reciprocal translocations. They have been shown to be correlated with qualitative changes in the expression of specific genes and with phenotypic variation [16].

Microarrays have become a widely-used tool for transcriptome analysis in plants. Essentially, they consist of an immobilised array of DNA sequences (probes) which are hybridized *in situ *using fluorescently-labelled sequences (targets) derived by reverse transcription of polyadenylated transcripts. Imaging of the hybridized array, followed by computational analysis of the signal intensity data, leads to a quantification of the transcript abundance, in the sampled tissue, of the genes represented by the probes in the array. There are numerous microarray platforms available and they have been applied to a wide range of studies in plant biology, reviewed by Galbraith [17].

As the *Brassica *species diverged from *A. thaliana *only *ca*. 17 Mya [18], exon sequences show a high level of conservation, *ca*. 85% at the nucleotide level [19]. Therefore some types of microarrays designed for use in *A. thaliana *can be used for the analysis in *Brassica *of the related genes. However, an analysis of *ca*. 100,000 *Brassica *EST sequences showed that *ca*. 9% showed no similarity with any gene in *A. thaliana *[14]. *A. thaliana*-based microarrays therefore would fail to measure the expression of a significant number of *Brassica *genes. In addition, *Brassica *genomes show extensive triplication, with the sub-genomes estimated to have diverged *ca*. 14 Mya [13,14,18]. *A. thaliana*-based microarrays would lack the capability to resolve the contributions to the transcriptome of such families of paralogous genes. Consequently, a number of groups have developed *Brassica *cDNA-based microarrays, but these have been based upon relatively modest EST collections and none are available as community resources. We aimed to address this deficiency by developing a microarray based upon all public EST data, validating its utility for transcriptome analysis across multiple Brassica species, and placing it in the public domain. The validation experiment involved transcriptome analysis in two "resynthesised" *B. napus *lines and their *B. rapa *and *B. oleracea *progenitors. This experimental design enables the identification of both species-specific and genome-specific expression, whilst the long oligonucleotides used essentially eliminate the possible complications due to allelic variation (SNPs and small indels).

## Results

### Assembly of Brassica unigenes

All available *Brassica *species ESTs were downloaded from GenBank in September, 2007. These consisted of three principal sets: *B. napus *(567,240), *B. rapa *(180,611) and *B. oleracea *(59,696). A total of 810,254 ESTs after cleaning and removal of low quality and short (<100 bp) sequences was reduced to 803,326 reads. Since the initial goal was to develop a widely useful *Brassica *microarray, all available ESTs were assembled together using the TGICL software package [20] with default settings (94% identity, 90% coverage). The statistics for this assembly are shown in Table 1. Sequences were oriented either based on their alignment with a known protein or by the presence of a polyA (polyT) tail. A total of 3,694 sequences (330 assemblies and 3364 singletons) could not be oriented and were thus represented in both orientations in the data set from which the array was designed, making 94,558 sequences in all. The assemblies and singletons were annotated by searching against NCBI Uniprot100 using a cut-off of 1E-5. A total of 72,148 sequences were annotated.

**Table 1:** Summary statistics of unigene assembly

Total number of reads	803,326
Total unique sequences	90,864

Total assemblies	42,642

ESTs in assemblies	751,410

Total singletons	48,222

Total base count	64,044,420 bp

Minimum length	101 bp

Average length	677 bp

Maximum length	3,786 bp

### Incorporation of assemblies into the Brassica genome sequence annotation

As partners in a multinational consortium to sequence the gene space of the *Brassica rapa *genome, we make available (from  a first-pass annotation of completed BACs immediately on deposition in the public sequence databases. The annotation is rendered through the GBrowse genome browser system [21]. For the present study, 673 BAC sequences were available for analysis and were annotated. The sequence coverage was approximately 80 Mbp, which is equivalent to ~14.5% coverage of the entire ~550 Mbp *B. rapa *genome *pro rata *[8], but this might represent a greater fraction of the gene space because the original seed BACs and hence the scaffold extensions were targeted to the gene-rich euchromatin.

There were 19,148 separate instances of unigenes aligning within this annotation set and 10,606 of the 17,862, (59.4%) FGENESH gene models predicted had EST support arising from some overlap with these EST alignments. Of the 90,864 unigenes comprising the assembly, 13,938 (15.4%) appeared at least once within the annotation set, including 38 of the unigenes represented in both orientations. Gene predictions around the latter may aid in their resolution.

### Design of the microarray

One of the primary requirements for the design of the microarray was that it should be applicable for transcriptome analysis across a range of *Brassica *species. Therefore, we required a platform based on "long oligonucleotide" probes in order to minimise susceptibility to SNP variation across species, whilst retaining the capability of resolving the transcripts of significantly diverged gene families, such as those with paralogous relationships within the *Brassica *genomes. To accommodate these design requirements, the Agilent Technologies microarray platform, which uses 60-mer oligonucleotide probes, was selected .

The assembled *Brassica *sequences (94,558 instances including those represented in both orientations) were submitted to Agilent Technologies' eArray web portal for gene expression probe design. For each 60-mer oligonucleotide probe that is designed using this tool, a base composition score is calculated to reflect the theoretical performance of the probe in standard hybridization conditions. Probes with a base composition score greater than or equal to 3 were omitted from the final design. This resulted in a total of 91,854 unique probes (including 6,989 derived from oppositely oriented pairs of sequences) that were included in the microarray design, of which 10,466 were predicted to have cross-hybridization potential. 

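Each of the 16 scans lists 1325 control spots. Its other 103747 spots carry 91854 probes, each named after a unigene sequence, and these probes have 91688 different 60-mer sequences. A prefix in the probe name marks 10466 probes as having cross-hybridization potential. Of the probes, 6989 are derived from sequences placed on the array in both orientations.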

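On every array, 11893 probes occupied a pair of spots. The SD of the log2 signal between both spots of a probe had a median of 0.061, with array medians between 0.042 and 0.082. Over the pairs in which both spots were well above background it was 0.044. With normexp background correction on the mean pixel signal, which moved this value most, it was 0.028. The SD between the 4 biological replicates of a genotype, for unigenes expressed in all genotypes, was larger, with medians of 0.128 in *B. rapa*, 0.139 in *B. oleracea*, 0.148 in the *B. napus* line labelled 2 and 0.141 in the line labelled 4.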

To utilize the full capacity of the microarray, 11,893 probes were randomly selected to be represented in duplicate in the final design, which also included Agilent Technologies' standard panel of quality control and spike-in probes. This design was then used to manufacture microarrays using Agilent Technologies' SurePrint™ Technology in the 2× 104 k format (two microarrays containing ~104,000 probes on a single 1" × 3" glass slide).

### Qualitative analysis of gene expression across genotypes

The experimental design used to test the performance of the microarray included four genotypes: two "resynthesized" *B. napus *lines and their progenitor *B. rapa *and *B. oleracea *lines. The nuclear genomes of the resynthesised *B. napus *lines should be identical but, as one (*B. napus *1) involved a cross of *B. oleracea *onto *B. rapa*, and the other (*B. napus *2) involved a cross of *B rapa *onto *B. oleracea*, they differ in cytoplasm, and hence contain different chloroplast and mitochondrial genomes. For each genotype, RNA was isolated from four biological replicates making a total of sixteen independent samples. The gene expression profile for each sample was generated by labelling and hybridizing each sample to one of 16 separate microarrays. 

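Each array was hybridized with RNA from the first true leaf of 3 pooled plants, harvested 26 days after sowing, and 500 ng of total RNA was labelled with Cy3. The authors deposited the scanner output of each array. In it, the processed signal of a spot is an intensity after subtraction of the local background and detrending, with no normalization between arrays. Every non-control spot had a positive processed signal, although negative controls averaged between -6.13 and -1.32 intensity units after subtraction. Values of spots not well above background may thus not be plain differences from background. Log2 means, SDs and limma's P values of undetected genotypes, and the PCA, rest in part on such values. The output also states whether each spot was well above background, and this was taken as significant signal. The paper's text does not name the test behind that term. For the quantitative comparisons, the processed signal was set to the log2 scale and the 75th percentile of all non-control spots of the array was subtracted. The spots of a probe were then averaged, without the 0 to 98 non-control spots per array that the scanner software marked as outliers. The 16 arrays lay on 8 slides of 2 arrays, and no slide held both arrays of a single genotype. The labels number the resynthesised *B. napus* lines 2 and 4, so they are named here as the line labelled 2 and the line labelled 4.

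The share of non-control spots well above background had a median of 44.1% in *B. rapa* (range 41.6% to 48.2%, n = 4) and 46.5% in *B. oleracea* (38.5% to 48.8%, n = 4). It was 50.0% in the line labelled 2 (49.3% to 53.8%, n = 4) and 51.8% in the line labelled 4 (48.6% to 57.2%, n = 4). The lowest share came from *B. oleracea* replicate 4, with 39975 spots. The 75th percentile of the processed signal lay between 90.0 and 142.6 intensity units. A single spot was saturated on 1 of the 16 arrays. The number of arrays, 4 per genotype, limits the precision of every comparison.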

The data are available from the GEO repository, accession number GSE15915.

The parameters used for the assembly of the unigenes had been set such that transcribed sequences from orthologous genes, including homoeologues from the A and C genomes in *B. napus*, should co-assemble. In order to assess the number of probes that, nevertheless, report genome-specific expression, we used the presence or absence of significant signal (qualitative expression) for each probe to classify the expression pattern of the corresponding unigene. The probes were considered to give no signal if no significant expression was detected in any of the 16 microarrays. 31,705 of the 103,747 non-control probes on the array fell into this class. 

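Of the 103747 non-control spots, 31705 (30.6%) were not well above background on any array. Signal on at least 1 array was found for 72042 spots. The alternative that moved this count most was the scanner software's laxer flag for a positive and significant signal, under which 7364 spots gave no signal on any array. An error model, with the processed signal over its stated error and a one-sided P under 0.001, left 23638 spots without signal.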

Of the probes for which significant expression was identified in at least one microarray, those that give only matching reports of either significant signal or no significant signal across every set of replicates (*i.e*. there were no instances of only 1, 2 or 3 replicate microarrays yielding significant signals from a particular genotype) were considered to have produced consistent reports of qualitative expression. In total, 39,689 probes produced consistent reports of qualitative expression and were used to classify qualitative expression patterns into 15 classes across the genotypes (see additional file 1: Spreadsheet1). 

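Calls were the same on all 4 arrays of every genotype for 39689 spots (38.3% of the non-control spots). These included 4300 duplicated probes with consistent calls for both spots, and in 0 of these pairs did the classes differ. In 500 further pairs the calls of a single spot were consistent. The laxer flag gave 48295 consistent spots, and the error model 42586. With each array left out in turn, the number lay between 39720 and 42738.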

The results, with duplicate probes removed in order to show the number of unigenes represented, are summarised in Figure 1. 1,109 of the 35,389 unigenes represented are from the dual-orientated subset, of which 108 were reported in both orientations. 

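The 39689 spots stand for 35389 unigene names. Among them, 1216 names belong to sequences placed on the array in both orientations. These correspond to 1108 sequences, of which 108 gave consistent signal in both orientations.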

Significant qualitative expression can be detected across all genotypes for 27,355 unigenes. 

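All 16 arrays were well above background for 27356 unigenes, 77.3% of the 35389 with consistent calls. They were represented by 30793 spots. Under the laxer flag this class held 38205 unigenes, and with each array left out in turn between 27356 and 29626.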

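Signal on all 12 arrays of *B. rapa* and both *B. napus* lines and on 0 of the 4 *B. oleracea* arrays was found for 3428 unigenes (9.69% of those with consistent calls). The reverse class, with signal in *B. oleracea* and both *B. napus* lines and on 0 of the 4 *B. rapa* arrays, held 4425 unigenes (12.5%). Together these classes held 7853 unigenes. Where a probe was not well above background, the lowest signal among the probes well above background on that array, or the probe's own signal if higher, served as its upper limit, so that the difference between genotypes is a lower bound. By this measure the signal of the first class was at least 17.5-fold higher in *B. rapa* than in *B. oleracea* in the median (quartiles 6.86 and 50.1), over the 3424 unigenes with a bound. For the second class, *B. oleracea* exceeded *B. rapa* at least 15.4-fold in the median (quartiles 6.03 and 41.9). Under the laxer flag the classes held 2240 and 2710 unigenes. Of the probes of the first class, 8.17% had that flag on all 4 *B. oleracea* arrays, and of the second class 10.9% had it on all 4 *B. rapa* arrays.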

Genome-specific expression can be detected for 7,851 unigenes; 3,427 are expressed in *B. rapa *and *B. napus*, but not in *B. oleracea *and thus can be considered A genome-specific while by analogous criteria 4,424 can be considered C genome-specific. Significant expression was detected for 135 unigenes in *B. rapa *only and for 19 unigenes in *B. oleracea *only. 

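The scans gave 135 unigenes well above background on all 4 *B. rapa* arrays and on none of the other 12, and 19 with this pattern for *B. oleracea*. The number for *B. oleracea* was limited by a single array. Without *B. oleracea* replicate 4, which had the fewest spots above background, it was 227. With each array left out in turn, the *B. rapa* class held between 135 and 196 unigenes. The laxer flag gave 33 and 7 unigenes.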

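In the deposited scans, 0 unigenes were well above background on all 8 diploid arrays and on none of the 8 *B. napus* arrays. The opposite pattern, with signal on all 8 *B. napus* arrays only, was found for 12 unigenes. Without *B. oleracea* replicate 2 this class held 20 unigenes.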

No unigenes were expressed only in a diploid while 12 unigenes (not shown in Figure 1) were expressed only in a tetraploid. Very few unigenes (14 in total) were categorised into the remaining 9 classes of qualitative expression.

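The 14 unigenes of these classes differed in their calls between the *B. napus* lines. JCVI_15826 and JCVI_18923 gave signal in the line labelled 2 only, and EE473767, EV001239, JCVI_34662 and JCVI_38330 in the line labelled 4 only. RC_ES979096 gave signal in *B. rapa* and the line labelled 2, and AM388472, JCVI_240 and JCVI_41341 in *B. rapa* and the line labelled 4. Signal in *B. oleracea* and the line labelled 2 was found for AM058815 and EV092683, and in *B. oleracea* and the line labelled 4 for JCVI_31171 and JCVI_35756. The classes with both diploids and 1 line held 0 unigenes.

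The largest difference between the lines among the 14 was that of RC_ES979096, at least 6.64-fold higher in the line labelled 2 (limma, adjusted P = 4.7e-05, n = 4 arrays per line). AM388472 and JCVI_240 were close to the detection limit in both lines, with lower bounds of 1.18-fold and 1.46-fold, and limma's adjusted P values between the lines of 0.546 and 0.350. For JCVI_15826 a difference between the lines is undecided, with a bound of 1.63-fold and an adjusted P of 0.281. JCVI_38330 and EV092683 have a pair of spots each, of which a single spot gave the consistent calls, and were not tested. Averaged over both spots, JCVI_38330 differed by -0.06 on the log2 scale, and EV092683 had a bound of 1.47-fold. A call between the lines here needs an unadjusted P under 0.001 in limma and a fold change over 2. Such calls were lost with normexp background correction and quantile normalization for AM058815, EE473767, EV001239, JCVI_18923, JCVI_31171, JCVI_34662, JCVI_35756, JCVI_41341 and RC_ES979096. The number of unigenes in these classes depended on single arrays. It was 44 without replicate 4 of the line labelled 4, 35 without replicate 2 of the line labelled 2, 30 without *B. oleracea* replicate 4 and 27 without replicate 2 of the line labelled 4.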

**Figure 1:**
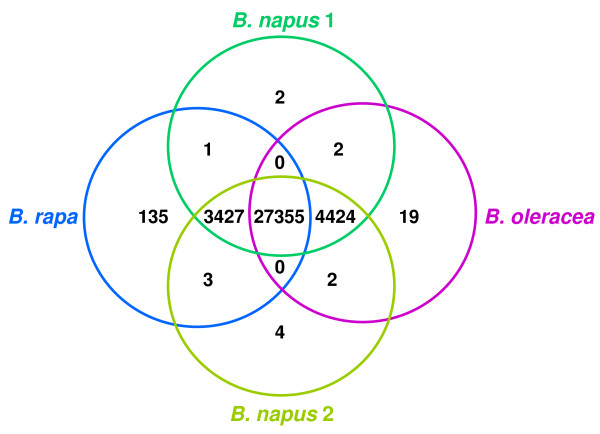
**Classification of qualitative expression patterns of unigenes**. Unigene classification by consistent, significant signals detected from each of the four genotypes analysed.

### Resolution of genotypes by Principal Component Analysis

In order to visualize the significant sources of variation within the entire data set, a principal component analysis (PCA) was performed. The PCA was performed using z-score transformed intensity measurements for all non-control probes on the microarray. 

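For the PCA, the log2 signal of each spot, relative to the 75th percentile of its array, was set to z-scores across the 16 arrays. The 103505 non-control spots with a value on every array entered the analysis. The paper does not say whether the intensities were on a linear or a log scale, and the linear scale was tried as an alternative.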

The resulting scatterplot is depicted in Figure 2, with each colour representing a different genotype. The plot demonstrates that the biological replicates within each genotype cluster closely together. Furthermore, the largest source of variation in the gene expression data is the different species as evidenced by the distinct groupings of each genotype along the x-axis (which depicts principal component 1). 

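In the space of the first 3 principal components, the mean distance between arrays of a single genotype was 152, and that between arrays of different species was 442. For all 8 diploid arrays the nearest array was of the same species. The arrays of *B. oleracea* were the most spread, since replicate 4 lay at 448 on component 2 and the other 3 replicates between 67.6 and 188. The largest distance within a genotype, 557, exceeded the smallest distance between species, 306.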

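Mean scores on component 1 were -169 ± 110 (SD, n = 4) for *B. oleracea*, -81.9 ± 30.7 (n = 4) for the line labelled 4, -49.5 ± 18.4 (n = 4) for the line labelled 2 and 301 ± 32.8 (n = 4) for *B. rapa*. The genotype accounted for 92.2% of the variation on this component, for 69.0% on component 2 and for 40.8% on component 3. All 4 *B. rapa* arrays lay above all others on component 1, between 265 and 334. Of the *B. oleracea* arrays, 3 lay between -260 and -190, below every *B. napus* array, while replicate 4 lay at -9.76, on the other side of the *B. napus* arrays. With linear signals in place of log2 signals, all *B. oleracea* arrays lay apart from the *B. napus* arrays on this component. From the separate groupings of the genotypes along this axis, the paper concludes that species is the largest source of variation in these data.

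**Figure D1:**
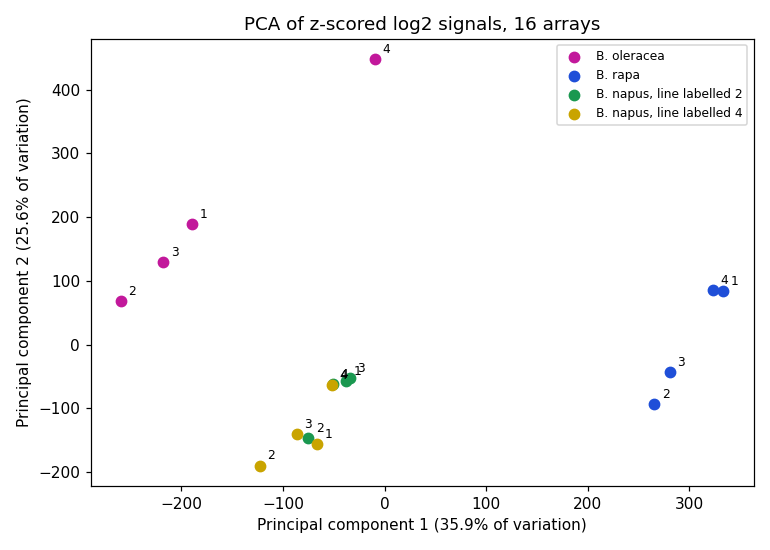
Scores of the 16 arrays on principal components 1 (horizontal) and 2 (vertical), in units of the z-scored log2 signals, with each point an array numbered by its replicate and coloured by genotype. The 4 *B. rapa* arrays lie between 265 and 334 on component 1, and *B. oleracea* replicate 4 stands apart at 448 on component 2.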

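Between arrays of different *B. napus* lines the mean distance over the first 3 components was 95.5, and within lines it was 84.4. The difference of 11.2 was not larger than chance gives in a one-sided exact permutation test over the 35 splits of the 8 arrays (p = 0.2). The nearest array was of the same line for 4 of the 8 *B. napus* arrays. Under several alternatives the distance within lines was the larger of the 2. The difference was -6.40 when only probes well above background on at least 1 array were used. With each array left out in turn it lay between -6.21 and 38.8, and was highest without replicate 4 of the line labelled 4.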

There was limited resolution of the resynthesised *B. napus *lines, which differed only by cytoplasm.

**Figure 2:**
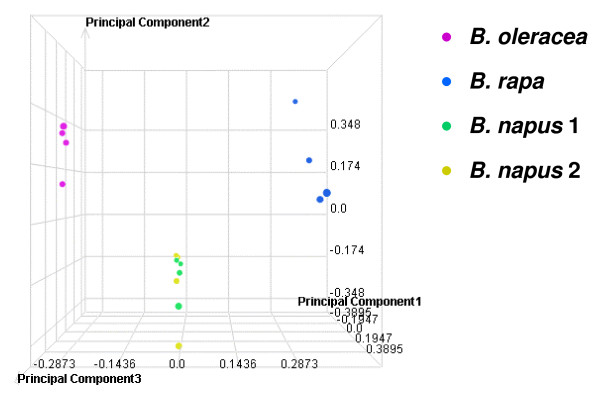
**Principal Component Analysis of gene expression in the four genotypes**. Microarray datasets for each of the individual samples subjected to analysis by three principal components. The proportions of the total variation explained by principal components 1, 2 and 3 are 22.1%, 13.6% and 10.1%, respectively.

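In the deposited scans, components 1, 2 and 3 held 35.9%, 25.6% and 9.08% of the variation. Z-scores taken across the probes within each array moved components 1 and 3 most, and gave 67.2%, 14.1% and 2.92%. Normexp background correction with quantile normalization moved component 2 most, and gave 37.1%, 12.6% and 7.09%. Without *B. oleracea* replicate 4 they were 42.7% for component 1 and 18.5% for component 2.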

### Identification of differential gene expression in resynthesised *B. napus*

Apart from heritable epigenetic differences, the nuclear genomes of the resynthesised *B. napus *lines should be identical, but their chloroplast and mitochondrial genomes differ. We investigated whether the microarray was capable of detecting any cytoplasm-specific differences in gene expression or any deviation from the expected additive contributions of the parental nuclear genomes to the transcriptome of the amphidiploid, typically termed transcriptome remodelling or non-additive gene expression. Quantitative expression was compared between the resynthesised *B. napus *lines. 

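The comparison was made with limma on the log2 signals, with all 16 arrays in the fit so that the 4 genotypes shared an estimate of the spread with 12 residual degrees of freedom. A unigene was tested where it was well above background on all 4 arrays of at least 1 of the genotypes compared, which held for 43350 unigenes in the comparison of the lines. Of the paper's limits, P under 0.001 and a fold change over 2 were applied, with the unadjusted P value, and the Benjamini-Hochberg adjusted count is given beside it. The filter on signal above background took the place of the paper's limit on the log10 intensity, which gave 142 unigenes between the lines when used instead. The paper does not state the scale of that intensity, so its limit may not have been applied here as in the paper.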

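Past both limits, 130 unigenes differed between the lines, 83 of them higher in the line labelled 2 and 47 higher in the line labelled 4. With a Benjamini-Hochberg adjusted P under 0.05 in place of the unadjusted limit there were 120. Dropping the limit on the fold change moved the count most, to 617. Normexp background correction with quantile normalization gave 28, of which 27 were among the 130. The split by direction turned, and most of these 28 were higher in the line labelled 4. The same held for most calls from a table of processed values that the authors also deposited. With the slide as a block there were 79, of which 57 were among the 130. Among the unigenes well above background on all 8 arrays, the largest differences were those of JCVI_37712, JCVI_9040, ES906478, CN736574 and JCVI_17030, higher in the line labelled 4, and of EE462775, JCVI_17199, JCVI_10493, JCVI_3498 and JCVI_42548, higher in the line labelled 2. For JCVI_9040, annotated as a cysteine proteinase inhibitor precursor, the log2 signal was 5.22 ± 0.08 (SD, n = 4) in the line labelled 4 and 2.18 ± 0.46 (n = 4) in the line labelled 2. This is a log2 difference of 3.04 (standard error 0.26, limma's adjusted P = 3.6e-05). ES906478 differed by 2.93 (standard error 0.21, adjusted P = 7.6e-06) and JCVI_17199 by -2.87 (standard error 0.32, adjusted P = 0.00041). JCVI_17030 differed by 2.31 (standard error 0.37, adjusted P = 0.0071), and with the slide as a block its unadjusted P was 0.0038.

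Of the 98 unigenes in Additional file 2, 85 passed both limits, 50 of them higher in the line labelled 2 and 35 higher in the line labelled 4. All 98 differed more than 2-fold. Adjusted over the list alone, all 98 had a P under 0.05, which is not independent evidence since the list was chosen on these arrays, and 83 passed when adjusted over all unigenes tested. In 97 of the 98 unigenes the 4 arrays of a line all lay above the 4 of the other, which the choice of the list on these arrays also favours. The directions matched those in the list for all 98 unigenes when the line labelled 2 was taken as the paper's *B. napus* 1, and for 0 when it was taken as *B. napus* 2. JCVI_31339, a 3-ketoacyl-CoA synthase, had the largest difference between the means, -5.44 on the log2 scale (standard error 0.41, adjusted P = 1.1e-05). Since 2 of the 4 arrays of the line labelled 4 were not well above background, its fold change is not well defined. It was 43.4 from these means, 57.1 with the slide as a block and 2.85 with normexp background correction and quantile normalization, and the paper's value is 35.6. JCVI_18923, RC_ES979096 and EV001239 were not well above background in a line, with differences of at least 4.84-fold, 6.64-fold and 3.86-fold. With normexp background correction and quantile normalization, JCVI_18923, RC_ES979096 and EV001239 no longer passed both limits. The offset in that correction shrinks differences at low signal by construction. EV088288, well above background on 2 of 4 arrays of the line labelled 4, was 10.0-fold higher in the line labelled 2, and 1.75-fold, below the limit, with normexp background correction and quantile normalization.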

98 unigenes were identified that showed significant (P < 0.001) expression differences between the two lines (see additional file 2: Spreadsheet2) For each of these unigenes, the genome of origin (nuclear, chloroplast or mitochondrion) was determined by using BLAST to identify similarity between the unigene sequence and annotated genes or other sequences in the public databases. 

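Between *B. rapa* and *B. oleracea*, 24570 of 42823 unigenes tested passed both limits, 13199 of them higher in *B. rapa*. The line labelled 2 differed from *B. rapa* in 17292 unigenes (7954 higher in the line) and from *B. oleracea* in 14388 (6872 higher). For the line labelled 4 these numbers were 17711 (8158 higher) and 14689 (6999 higher). The split by direction depended on the scaling of the arrays. Under the 75th percentile of all spots the median difference over all unigenes tested was -0.43 between each line and *B. rapa* and -0.29 between each line and *B. oleracea*. When the percentile was taken over the probes detected on all 16 arrays, an alternative chosen after the data were seen, the medians were between -0.03 and -0.05, and 70.3% of the differences from *B. rapa* in the line labelled 2 were increases, against 46.0% before.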

The expression patterns were further classified, where possible, based upon significant differences between expression in other pairs of genotypes, *i.e*. involving the *B. oleracea *and *B. rapa *genotypes (see additional file 3: Spreadsheet3).

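The 17 unigenes that Additional file 3 lists as cytoplasm-specific all passed both limits between the *B. napus* lines. JCVI_37712 had a log2 signal of 5.20 ± 0.16 (SD, n = 4) in *B. rapa*, 5.13 ± 0.15 (n = 4) in the line labelled 2, 8.45 ± 0.35 (n = 4) in *B. oleracea* and 8.37 ± 0.12 (n = 4) in the line labelled 4. Its lines differed by 3.24 (standard error 0.15, limma's adjusted P = 7.1e-08) and its parents by -3.25 (standard error 0.15, adjusted P = 8.0e-12). For EE462775 the lines differed by -3.20 (standard error 0.27, adjusted P = 3.6e-05), and the parents by 2.44 (standard error 0.27, adjusted P = 5.5e-07). With each array left out in turn, the line difference of JCVI_37712 stayed between 3.18 and 3.31 and that of EE462775 between -3.29 and -3.02. With normexp background correction and quantile normalization JCVI_37712 differed 9.17-fold, against 9.45-fold before, but EE462775 only 2.11-fold, against 9.17-fold before.

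JCVI_35756 and JCVI_31171 were not well above background in *B. rapa* or the line labelled 2, and were at least 4.50-fold and 5.59-fold higher in the line labelled 4. With normexp background correction and quantile normalization their line differences, and those of RC_ES979096, JCVI_9360 and JCVI_1634, fell below 2-fold. By its offset that correction shrinks differences at low signal. JCVI_22650, a subunit of the chloroplast NAD(P)H-quinone oxidoreductase, had a line difference of -1.29 (standard error 0.29, adjusted P = 0.050), which no longer passed the limits under 4 alternatives and with any of 6 of the 8 *B. napus* arrays left out. With the slide as a block, the line differences of JCVI_22650, ES964050 and JCVI_15866 did not pass.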

Seventeen unigenes showed cytoplasm-specific expression profiles (*i.e*. there is a significant difference between the reported expression in the *B. oleracea *and *B. rapa *lines and the expression reported in the resynthesised *B. napus *lines corresponds to that of the maternal parent in the respective hybridization). Of these, 12 unigenes are of chloroplast origin, two are of mitochondrial origin and three are of nuclear origin. These patterns are consistent with cytoplasmic inheritance (chloroplast and mitochondrial genes) or epigenetic imprinting (nuclear genes). 

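In 16 of the 17 unigenes, all but JCVI_1634, the line labelled 2 lay nearer to *B. rapa* and the line labelled 4 nearer to *B. oleracea*. Sides were taken from the means, relative to the midpoint of the parents on the log2 scale. For JCVI_35756 and JCVI_31171, *B. rapa* and the line labelled 2 were not well above background on any array. The same held for *B. oleracea* and the line labelled 4 in RC_ES979096. The midpoint of the parents is thus not known for JCVI_35756, JCVI_31171 and RC_ES979096, and their sides rest on the means as measured. For JCVI_1634 the side of the line labelled 2 is not decided. Its signal was not well above background in *B. rapa*, so that only a bound of at least 7.14-fold between the parents is known and their midpoint is not. With the *B. rapa* mean of -5.22 the line labelled 2 lay nearer to *B. oleracea*, and with *B. rapa* at the limit of the bound it lay nearer to *B. rapa*. The unigene had a log2 signal of -0.30 ± 0.34 (SD, n = 4) in *B. oleracea*, -0.79 ± 0.30 (n = 4) in the line labelled 4 and -2.22 ± 0.22 (n = 4) in the line labelled 2. The parents differed past both limits for 14 of the 17. ES964050, JCVI_3760 and JCVI_15582 differed between the parents by 1.94-fold, 1.89-fold and 1.93-fold. The full pattern, with both differences past the limits and the lines on opposite sides, was found for 13 unigenes, without JCVI_1634. It was found for 10 with normexp background correction and quantile normalization and for 11 with the slide as a block. Of the genes with chloroplast functions in their descriptions, JCVI_3498, a chloroplast envelope membrane protein, differed by -1.81 between the lines (standard error 0.17, adjusted P = 9.6e-05), and JCVI_10853, ribosomal protein L16, by 1.88 (standard error 0.20, adjusted P = 0.00031). JCVI_10493 differed by -2.31 (standard error 0.24, adjusted P = 0.00022). Its *B. oleracea* mean of 3.49 ± 0.65 (n = 4) holds a value of 4.47 in replicate 3 against 3.12 to 3.21 in the others.

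**Figure D2:**
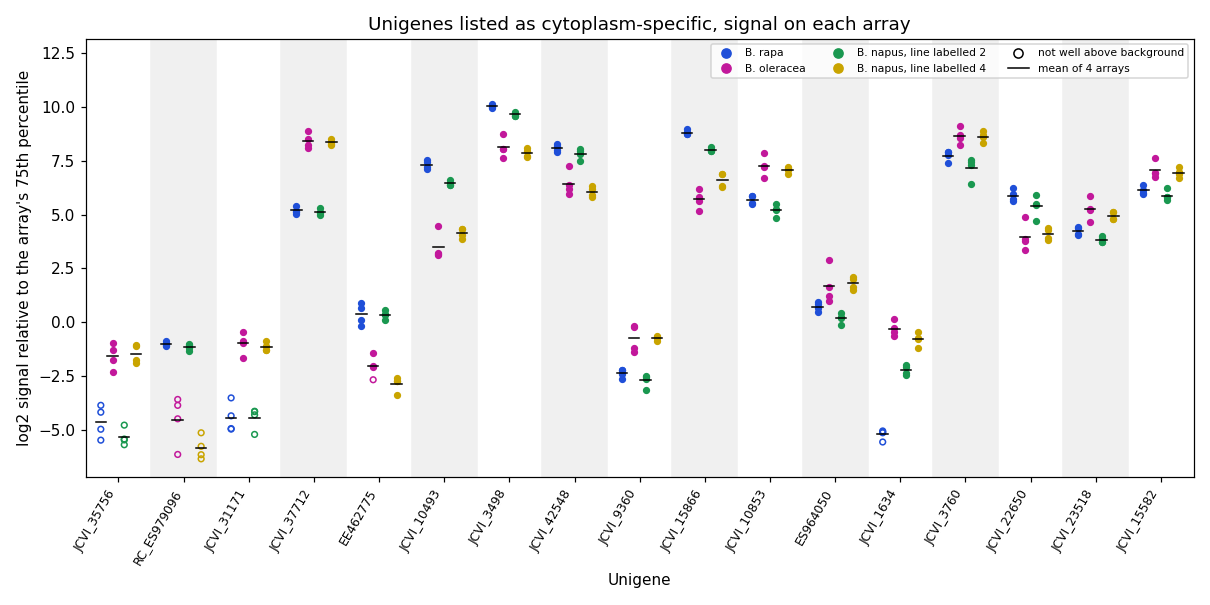
Log2 signal relative to the 75th percentile of the array (vertical) for the 17 unigenes listed as cytoplasm-specific (horizontal), with each point an array, open points not well above background and lines the means of 4 arrays. In 16 unigenes, by the means, the line labelled 2 lies nearer to *B. rapa* and the line labelled 4 nearer to *B. oleracea*. *B. rapa* is not well above background in JCVI_1634, JCVI_35756 and JCVI_31171, nor is *B. oleracea* in RC_ES979096.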

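Additive expression was taken as the mean of both parents on the linear scale. Of the 60 unigenes that Additional file 3 lists as non-additive, 51 departed from this mean with a P under 0.001 in at least 1 line, by a limma fit with the error of the mean from the delta method. In 7 of them both lines departed, in 8 the line labelled 2 only and in 36 the line labelled 4 only. In the direct comparison of the lines, 51 of the 60 passed both limits. The paper chose the list for such differences on these arrays, so this count does not test whether the departures differ between the lines. Against this mean, departures were mostly decreases. The line labelled 2 lay below the parental mean in 13 unigenes and above it in 2, and the line labelled 4 below it in 38 and above it in 5. The direction depends on the scale of the mean. Against the parental mean on the log2 scale, the line labelled 2 lay above it in 33 unigenes and below it in 3, and the line labelled 4 above it in 25 and below it in 14. For 37 of the 60 a parent was not well above background on any array, so that the log2 mean is not well defined.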

Non-additive expression could be identified for 60 unigenes, 58 of which are nuclear-encoded and two that are mitochondrial. 

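Of the 21 unigenes listed as unclassified, 17 passed both limits between the lines. These were 9 of the 13 nuclear-encoded unigenes, all 5 of the chloroplast-encoded unigenes and all 3 of the mitochondrion-encoded unigenes.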

The expression patterns of 21 unigenes (13 nuclear-encoded, five chloroplast encoded and three mitochondrion-encoded) that showed significant differences in expression between the resynthesised *B. napus *lines could not be classified, as a result of lack of significance in expression levels between other combinations of genotypes. These results show that the expression data generated using the microarray are, with four biological replicates, of a sufficiently high quality to enable the classification of expression patterns for 77 of the 98 unigenes (79%) showing significant differences in expression between the resynthesised *B. napus *lines, including the identification of many cytoplasm-specific expression patterns for genes encoded by chloroplasts or mitochondria.

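Over the 98 listed unigenes the size of the log2 difference between the lines had a median of 1.33. It exceeded that in the study's list by a median of 0.04, and across these unigenes, which are not independent replicates, the correlation of the signed values was 0.999. All 8 *B. napus* arrays were well above background for 72 of the 98. With each *B. napus* array left out in turn, between 68 and 81 of the 98 passed both limits. Fewer than 68 passed with the slide as a block, with all arrays compared above background, and with normexp background correction and quantile normalization. More than 81 passed with quantile normalization of the processed signal, the replicate number as a block or the slide as a random block. Data were simulated for 27092 unigenes well above background on every array, with 200 of them changed by 2 on the log2 scale. The comparison of the lines recovered 98.5% of the changed unigenes and made 2 false calls. The real comparison tested 43350 unigenes, and the simulated change exceeds the median listed difference of 1.33. These rates thus do not cover dim unigenes or differences near the 2-fold limit. From the share of the unigenes that could be given a class, the paper concludes that 4 biological replicates on this array give data good enough to classify expression patterns.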

### Characterization of sequences showing genome-specific expression

Expression of 7,851 unigenes was found in both *B. napus *lines and only one or other of the two diploids. Of these, 3,427 are from the A genome. 

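In both *B. napus* lines the signal of the 3428 A genome-specific unigenes was lower than in *B. rapa*. The median log2 difference, with each unigene's mean over the 8 *B. napus* arrays set against *B. rapa*, was -1.49 (quartiles -1.73 and -1.24), and 99.2% of the unigenes were lower. Single *B. napus* arrays gave medians between -1.54 and -1.43 (SD 0.04, n = 8). For the C genome-specific unigenes the median against *B. oleracea* was -1.33. These values depend on the scaling, and with the 75th percentile taken over unigenes expressed in all genotypes they were -1.10 and -1.08.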

BLASTN was used to scan the sequenced BACs for these probes and for the corresponding complete unigene sequences. Of the aligned (cognate) unigenes, ten were randomly selected for further analysis. The entire unigene sequences were used to identify, using BLAST, homologous TAIR8 CDS from *A. thaliana *and the position of the probe within the aligned sequences was used to assess whether the probe is likely to lie in coding or untranslated regions of the transcript. The results are summarised in Table 2. 

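All 10 unigenes of Table 2 were well above background on all 12 arrays of *B. rapa* and both *B. napus* lines and on 0 of the 4 *B. oleracea* arrays. They were at least 6.40-fold to 426-fold higher in *B. rapa* than in *B. oleracea*, with a median bound of 34.8-fold. The largest adjusted P of these differences was 5.8e-09 in limma. Since the paper chose these 10 from its A genome-specific class on these arrays, neither the calls nor the P values are independent evidence. The highest bound was that of JCVI_39932, described in the files as an expressed protein. Its log2 signal was 5.48 ± 0.14 (SD, n = 4) in *B. rapa*, 4.67 ± 0.27 (n = 4) in the line labelled 2 and 4.31 ± 0.18 (n = 4) in the line labelled 4. By the paper's Table 2 its probe lies in a 3' UTR, at 35513 to 35572 of the *B. rapa* BAC KBrH127P20. JCVI_7760, at 71056 to 71115 of KBrB048F07, was at least 224-fold higher in *B. rapa*, and CD814561, at 29945 to 30004 of KBrB005J17, at least 58.9-fold. Between the lines none of the 10 had an adjusted P under 0.05, and the smallest was 0.764. With the laxer flag, 12 of the 22 unigenes of Tables 2 and 3 stayed in the A genome-specific class.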

In most (eight) cases, the unigene aligns to an *A. thaliana *CDS and the position of the microarray probe can be inferred as being in a 3' UTR. 

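EV025509, described as a putative DnaJ protein, has its probe at 3047 to 3106 of BAC KBrB013O20 by Table 2, with the sequence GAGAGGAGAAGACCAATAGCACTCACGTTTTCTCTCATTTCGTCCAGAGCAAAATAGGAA. Its log2 signal was 1.33 ± 0.12 (SD, n = 4) in *B. rapa*, -0.24 ± 0.10 (n = 4) in the line labelled 2 and -0.25 ± 0.13 (n = 4) in the line labelled 4, and the difference from *B. oleracea* was at least 23.3-fold. JCVI_32841, the homologue of AT3G15920, has its probe at 95567 to 95626 of KBrB089M05, with the sequence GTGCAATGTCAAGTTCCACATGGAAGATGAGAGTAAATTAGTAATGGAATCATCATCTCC. Its signal was lower, -0.58 ± 0.25 (n = 4) in *B. rapa*, and exceeded that in *B. oleracea* at least 6.40-fold. With normexp background correction and quantile normalization its log2 difference between the diploids was 0.90, below the 2-fold limit. By its offset that correction shrinks differences at low signal.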

In two cases, the alignment to an *A. thaliana *CDS suggests that the probe lies within the coding region.

**Table 2:** Position of probe sequence within unigenes aligned to *A. thaliana *CDS

**Unigene**	**BAC**	**Position of probe in BAC (bp)**	**Length unigene/bp**	**Arabidopsis CDS homologue**	**E value**	**Position of probe**
CD814561	KBrB005J17	29945 – 30004	555	AT1G67170	1.00E-24	3' UTR

EL590227	KBrH006E24	22739 – 22798	760	AT1G27595	3.00E-97	3' UTR

EV025509	KBrB013O20	3047 – 3106	606	AT3G06340	3.00E-41	Coding region

EV192260	KBrH066L21	23787 – 23846	720	AT5G29000	<1E-100	3' UTR

EX121951	KBrB026E08	69852 – 69911	649	AT2G33020	4.00E-87	3' UTR

JCVI_14643	KBrB091M07	67082 – 67141	998	AT4G38950	<1E-100	3' UTR

JCVI_23824	KBrB004L02	112948 – 113007	1100	AT5G19370	<1E-100	3' UTR

JCVI_32841	KBrB089M05	95567 – 95626	787	AT3G15920	<1E-100	Coding region

JCVI_39932	KBrH127P20	35513 – 35572	977	AT2G46220	<1E-100	3' UTR

JCVI_7760	KBrB048F07	71056 – 71115	2101	AT4G36390	<1E-100	3' UTR

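The 12 unigenes of Table 3 had the same pattern of calls, with signal on all arrays of *B. rapa* and both *B. napus* lines and on none of *B. oleracea*. Their signal in *B. rapa* was at least 3.45-fold to 342-fold higher than in *B. oleracea*, with a median bound of 12.9-fold. The largest adjusted P of these differences in limma was 6.0e-07. These 12 also came from the paper's A genome-specific class on these arrays, so the calls and P values are not independent evidence. Between the lines none of the 12 had an adjusted P under 0.05 (smallest 0.831).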

Twelve unigenes were identified that had cognate genes in sequenced *B. rapa *BAC clones, but did not show homology to *A. thaliana *CDS. The sequences of these unigenes were assessed, using BLASTN, for similarity with any *A. thaliana *genomic sequences or other sequences in the NCBI nucleotide collection (nr/nt) database. The results are summarised in Table 3. In two cases, the unigene contains some sequences with homology to short stretches of *A. thaliana *genomic sequences. However, in most cases (ten), the unigenes appear to represent *Brassica*-specific sequence, as no similarities were identified with genomic sequences from *A. thaliana *or any other organism. 

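By Table 3, the unigenes with similarity to short *A. thaliana* genomic sequences are EE447381 and JCVI_41745. EE447381 had a log2 signal of 0.65 ± 0.12 (SD, n = 4) in *B. rapa*, at least 15.0-fold above *B. oleracea*, and was lower by -1.53 and -1.46 in the lines labelled 2 and 4. JCVI_41745, described in the files as a PR4-type protein, was at least 60.4-fold higher in *B. rapa* than in *B. oleracea*. Its signal in the lines was further below *B. rapa* than that of any other unigene of Tables 2 and 3, with log2 differences of -4.81 (standard error 0.40, limma's adjusted P = 3.3e-08) in the line labelled 2 and -5.30 in the line labelled 4. In the line labelled 2, replicate 1 was at -0.95 and the others between -2.68 and -2.44.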

The majority of these (eight) originate from positions in the *B. rapa *genome that lie between genes showing collinearity with the *A. thaliana *genome. 

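Of the 8 unigenes placed between collinear conserved genes, JCVI_6195 had the highest signal, 5.16 ± 0.12 (SD, n = 4) on the log2 scale in *B. rapa*, 4.13 ± 0.24 (n = 4) in the line labelled 2 and 3.98 ± 0.40 (n = 4) in the line labelled 4. It was at least 342-fold higher in *B. rapa* than in *B. oleracea*. JCVI_8626 had the lowest, with -1.44 ± 0.20 (n = 4) in *B. rapa* and a difference from *B. oleracea* of at least 3.45-fold. The bounds of EX052353, EX133623, EX140739, EV084643, JCVI_31720 and EX120283 were 18.6-fold, 16.0-fold, 10.8-fold, 9.35-fold, 8.33-fold and 4.66-fold. With normexp background correction and quantile normalization the log2 differences of JCVI_31720, EX120283 and JCVI_8626 between the diploids were 0.99, 0.66 and 0.49, below the 2-fold limit.

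**Figure D3:**
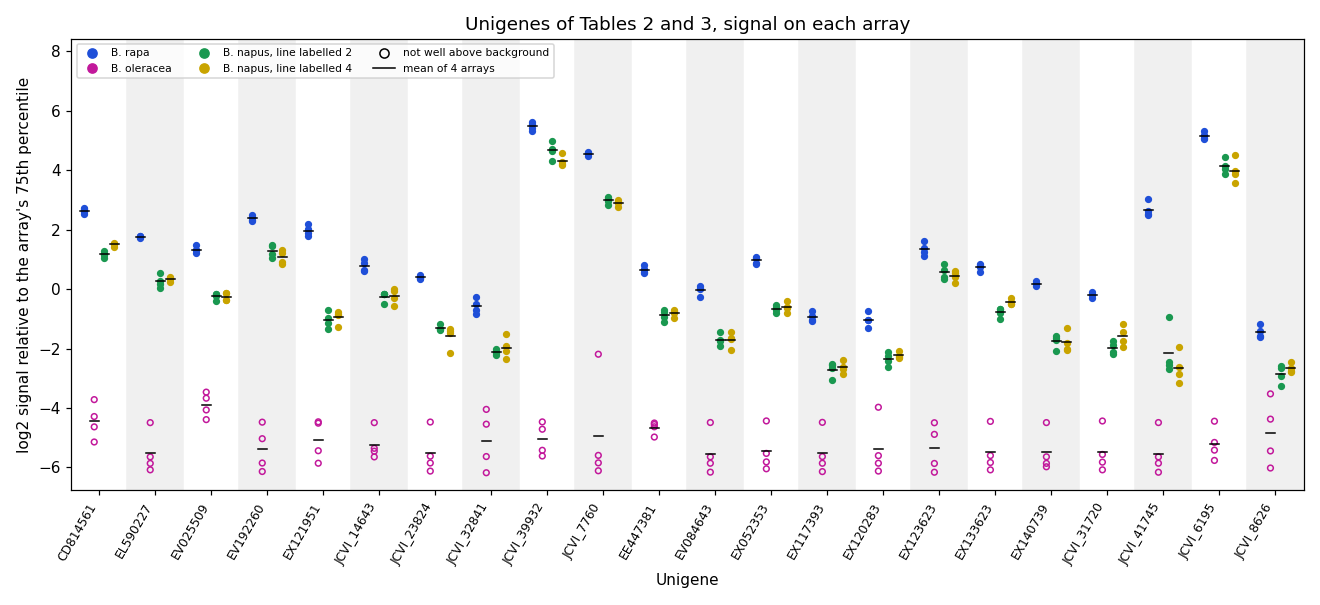
Log2 signal relative to the 75th percentile of the array (vertical) for the 22 unigenes of Tables 2 and 3 (horizontal), with each point an array, open points not well above background and lines the means of 4 arrays. All 4 *B. oleracea* points are open for every unigene, and *B. rapa* lies at least 3.45-fold above *B. oleracea*.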

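EX123623, which Table 3 places in a kinase gene cluster on BAC KBrS011B08, has the probe sequence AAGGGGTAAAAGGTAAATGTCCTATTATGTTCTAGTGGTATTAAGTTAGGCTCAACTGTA. Its log2 signal was 1.35 ± 0.22 (SD, n = 4) in *B. rapa*, 0.56 ± 0.22 (n = 4) in the line labelled 2 and 0.44 ± 0.18 (n = 4) in the line labelled 4, at least 24.3-fold higher in *B. rapa* than in *B. oleracea*. EX117393, placed in an oxidoreductase gene cluster on KBrB068E07, has the probe sequence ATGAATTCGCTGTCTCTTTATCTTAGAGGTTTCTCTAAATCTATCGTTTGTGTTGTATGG. It was weaker, at -0.95 ± 0.15 (n = 4) in *B. rapa* and -2.71 ± 0.25 (n = 4) and -2.64 ± 0.19 (n = 4) in the lines labelled 2 and 4. The difference between *B. rapa* and *B. oleracea* was at least 4.96-fold. Its log2 value was 0.79 with normexp background correction and quantile normalization, which by its offset shrinks differences at low signal.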

The remaining two originate from positions within gene clusters (one of protein kinase-encoding genes and the other of oxidoreductase-encoding genes).

**Table 3:** Analysis of similarity of unigenes showing A genome-specific expression patterns and no similarity to *A. thaliana *CDS

**Unigene**	**Length unigene**	**Cognate BAC**	BLAST similarity to other organisms*	Genomic context**
EE447381	597	KBrB044C04	*A. thaliana *F6A14	Within protein-coding gene

EV084643	624	KBrB036M17	none	Between collinear conserved genes

EX052353	634	KBrB052E10	none	Between collinear conserved genes

EX117393	960	KBrB068E07	none	Within oxidoreductase gene cluster region

EX120283	685	KBrB080C12	none	Between collinear conserved genes

EX123623	634	KBrS011B08	none	Within kinase gene cluster region

EX133623	682	KBrB043M07	none	Between collinear conserved genes

EX140739	619	KBrB043B23	none	Between collinear conserved genes

JCVI_31720	1258	KBrH004B20	none	Between collinear conserved genes

JCVI_41745	490	KBrB043L02	*A. thaliana *F7O18	Within protein-coding gene

JCVI_6195	720	KBrH009D02	none	Between collinear conserved genes

JCVI_8626	708	KBrH125N23	none	Between collinear conserved genes

* E-value threshold < 1E-10

** "Collinear conserved genes" refers to genes of *B. rapa *and *A. thaliana *that show conserved synteny

## Discussion

We assembled unigenes using 810,254 EST sequences, mainly from three species: *B. napus*, *B. rapa *and *B. oleracea*. The assembly was conducted with the aim of co-assembling ESTs of orthologous genes (*i*ncluding homoeologue-pairs in *B. napus *from each of the A and C genomes), but resolving assemblies of paralogous genes (*i.e*. the genes related by the ancestral genome triplication observed in *Brassica *species). To do this, the assembly cut-off was set at 94% identity, based on our estimates of nucleotide conservation between paralogues of ~84% [13] and between A and C genome orthologues of 94–97% (unpublished). In total, 94,558 unigenes, representing 90,864 unique sequences were developed. An anticipated consequence of the close phylogenetic relationship between *Brassica *and *A. thaliana*, for which a complete genome sequence is available and has been annotated to a high standard, the majority of the unigenes (72,148) could be annotated and orientated on the basis of sequence similarity to proteins in the Uniprot100 database. The remaining 18,716 unigenes are candidates for encoding Brassica-specific proteins or non-coding RNAs.

In the absence of genomic sequence data, the functional significance of the large number of *Brassica*-specific unigenes is difficult to assess. As a first step, the assemblies were incorporated into the BAC sequence annotation for the *Brassica rapa *Genome Sequencing Project, enabling the identification of cognate genomic sequences for a proportion of the assemblies and contributing to the annotation of the emerging *B. rapa *genome sequence.

A 60-mer oligo microarray was developed using the unigene sequences and its utility validated by conducting an experiment aimed at testing its ability to analyse the transcriptomes of multiple *Brassica *species. Gene expression was analysed in two resynthesised *B. napus *lines and the *B. oleracea *and *B. rapa *lines used to produce them. The *B. napus *lines represented progeny resulting from both *B. oleracea *crossed onto *B. rapa *(thus possessing the *B. rapa *cytoplasm) and *B. rapa *crossed onto *B. oleracea *(thus possessing the *B. oleracea *cytoplasm). The 60-mer probe design enables an analysis of differential expression regardless of allelic variation due to SNPs or short indels which might interfere with transcript detection by the probes. The analysis showed that significant expression could consistently be detected in leaf tissue for 35,386 unigenes. This proportion of the total number of 94,558 unigenes (37.4%) is consistent with our expectations as many of the ESTs in the original collection were derived from other tissues (particularly developing seeds). 

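Signal on at least 1 array without consistent calls was found for 32353 spots (31.2%). In 17878 of these the calls were mixed in a single genotype. Spots with signal on 1 or 2 arrays made up 13246, and 5269 had signal on all but 1 or 2 of the 16 arrays.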

Our criteria for significant expression were stringent (resulting in the elimination of 32,353 probes for which nevertheless at least one array detected significant expression). Expression was detected across all four genotypes for 27,355 unigenes (77.3% of those for which consistent expression was detected) and principal component analysis clearly resolved the individual microarray datasets for *B. rapa*, *B. oleracea *and resynthesised *B. napus*. Quantitative differences in expression were observed between the resynthesised *B. napus *lines for 98 unigenes, most of which could be classified into non-additive expression patterns, including 17 that showed cytoplasm-specific patterns.

In the two diploids, genome-specific expression patterns were observed for 7,851 unigenes (22.2% of those for which consistent expression was detected). These may represent instances in which the probes were designed to sequences that differ between the A and C genome orthologues. However, the anticipated sequence polymorphism rate between coding regions of orthologous genes of ~3.4% would typically result in ~2 differences per probe, which is unlikely to destabilize the hybridization sufficiently to abolish signal. We have, however, observed that sequences that are orthologous between the *Brassica *A and C genomes also differ in insertion-deletions (InDel) (unpublished), which could result in more extensive destabilization if overlapping the region to which the probe is designed. Alternatively, these may be sequences that are present in only one of the *Brassica *genomes, or their genome-specific expression may be tissue-dependent (we have analysed only leaf tissue). To begin to understand the basis for this difference, we exploited the emerging *B. rapa *genome sequences in order to characterize the genome sequences cognate to some of the unigenes showing genome-specific patterns of expression, as reported by the microarray. This revealed that, in the majority of cases, the probes are positioned in 3' UTR regions. However, ten of the aligned unigenes were found to be *Brassica*-specific sequences, including two that originate from complex loci comprising gene clusters. Therefore, we can hypothesise that a proportion of the unigenes showing genome-specific patterns of reported expression are likely to represent either *Brassica*-specific genes or *Brassica*-specific non-protein coding sequences. The observation of two instances of novel transcripts from clusters of genes that show evidence of recent duplication and rearrangements, and are reminiscent of some classes of disease resistance loci in plants, is particularly intriguing as it provides evidence for these loci producing novel genetic and transcriptional variation.

## Conclusion

We successfully developed and validated a microarray resource for use by the *Brassica *research community. The microarray enabled the detection of gene expression across all *Brassica *species tested for >27,000 unigenes. Genome-specific expression was observed for more than 7000 further unigenes. We anticipate that these will represent both species-specific transcripts and the consequences of variation of sequences within the regions of the unigenes represented by the array probes. Our studies demonstrated that the datasets obtained from the arrays can be used for typical analyses, including PCA and the analysis of differential expression. Our analysis of unigenes showing genome-specific expression patterns confirmed the transcription of sequences not represented in *A. thaliana*. Indeed, numerous transcripts were identified that represent *Brassica*-specific sequences. These transcripts would not be detectable using arrays designed with *A. thaliana *sequences and may represent functional genes not represented in other species.

## Methods

### Growth of plants

Seed was sown into Plantpak 9 cm pots containing Scotts Levington F1 compost (Scotts, Ipswich, UK) and covered with a plastic propagator lid. The seeds were germinated and grown in long day glass house conditions (16 hours photoperiod) at 15°C (400 W HQI metal halide lamps). Plants were pricked out after 11 days into Plantpak P15 modules containing Scotts Levington M2 compost and arranged into a four block randomised design with three plants each for each of the four genotypes per block and randomised within each block. Leaves were harvested 15 days after pricking out, 26 days after sowing. Leaf harvest was carried out as close to the midpoint of the light period as possible. The first true leaf of each plant was excised as close to the petiole as possible and the weight was recorded. Three leaf samples for each genotype from each experimental block were pooled and frozen in liquid nitrogen, giving a final harvest of four pooled leaf samples per genotype.

### Preparation of RNA

RNA was prepared by grinding tissue in liquid nitrogen and extracting using TRI Reagent (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer's protocol. The RNA was resuspended in 50 μl DEPC treated water (Severn Biotech Ltd., Kidderminster, UK). The RNA samples were further purified using the Qiagen Mini Kit (Qiagen Inc., Valencia, CA, USA) according to the RNA Clean up protocol given in the RNeasy Mini Handbook (4^th ^edition, April 2006).

### Gene Expression Profiling

The quantity and purity of the extracted RNA was evaluated using a NanoDrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA) and its integrity measured using an Agilent Bioanalyzer. For microarray hybridizations performed, 500 ng of total RNA from each sample was amplified and labeled with a fluorescent dye (Cy3) using the Low RNA Input Linear Amplification Labeling kit (Agilent Technologies, Palo Alto, CA, USA) following the manufacturer's protocol. The amount and quality of the fluorescently labeled cRNA was assessed using a NanoDrop ND-1000 spectrophotometer and an Agilent Bioanalyzer. A consistent amount of Cy3-labeled cRNA (1.6 μg) were hybridized to the custom Brassica microarray, which was manufactured by Agilent Technologies, for 17 hours, prior to washing and scanning. Data were extracted from scanned images using Agilent's Feature Extraction Software (Agilent Technologies).

### Data Analysis

Gene expression data was loaded into the Rosetta Resolver^® ^Gene Expression Analysis System version 7.0.0.1.9 and biological replicates were combined using an error-weighted average. Ratios were then calculated comparing each possible combination of samples. The criteria for identification of differentially expressed transcripts was an absolute fold change value > 2.0, a log ratio p-value < 0.001, and a log(10) intensity measurement > -1.8. Rosetta Resolver was used to perform a principal component analysis (PCA) using z-score transformed intensity data for all non-control features present on the microarray for each of the 16 samples that were profiled.

The statistical significance of probes representing differentially expressed transcripts was determined using the Bayesian-moderated test statistic described in [22]. The statistic was calculated in a linear model framework provided by the library limma, which is part of the BioConductor suite of libraries for the statistical programming language R. The *p*-value cut-off, given above, for significance was established by inspecting the distribution of *p*-values associated with the control probes on the microarray.

### Annotation and databases

Finished *Brassica rapa *BAC sequences available in the public domain were annotated using the Brassica 95 k unigene set as described below and the results published to complement the other annotation tracks available through the GBrowse genome browser at . Briefly, the 95 k set was first queried against each BAC sequence using BLASTN 2.0MP-WashU [20-Apr-2005] [23] implemented on a Linux cluster with an initial E-value threshold parameter of 1 × 10^-50^. Positive hits were saved and the corresponding transcript assemblies were then re-aligned against the genomic sequence with BLAT [24] using a sequence identity threshold of 95%. Coordinates of the BLAT alignment blocks were parsed to GFF format with the annotation Perl script and loaded into the MySQL database driving the Genome browser, which is also directly accessible via a programmatic interface to allow querying.

In addition, full details of the composition of the 95 k unigene set were loaded into a separate MySQL database which can be interrogated through a web front-end also at . This database may be searched with text terms or fragments (which will be wild-carded) for matches on a number of fields, including assembly or singleton identifier, the identifier, gene name, description or source organism of the best UniProt BLASTX hit and, where appropriate, the identifiers, tissue sources and source Brassica species of the ESTs contributing to an assembly. Search results are returned in HTML tabular form and, where appropriate, are marked up with hyperlinks to GBrowse views, EBI sequence and InterPro descriptions and NCBI dbEST records. The sequence of the unigene is also returned and, if it appears on the array, the 60-mer Agilent probe designed is rendered in lower case.

Finally, the DNA sequences of all members of the 95 k unigene set are available for similarity matching through a BLAST server at  and the fasta sequence file is downloadable from the FTP site .

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

IB conceived of the study, participated in its design and coordination, and helped to draft the manuscript. MT and ND conceived and implemented the BAC annotation and assembly database and helped to draft the manuscript. FF grew the plants and prepared the RNA. EKL participated in the design of the microarray, helped formulate the experimental design and the drafting of the manuscript. PH participated in the design of the microarray. FC and CT performed the EST assembly and analysis and supplied the output files for microarray design. AM performed statistical computing on the output files, including exploratory analysis and statistical inference of the significant differential transcriptional abundance. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Spreadsheet 1**. Unigenes for which probes report significant (P < 0.001) differences between expression levels in *B. napus *1 and *B. napus *2 Click here for file

Additional file 2 **Spreadsheet 2**. Classification of qualitative expression patterns reported for unigenes Click here for file

Additional file 3 **Spreadsheet 3**. Classification of expression patterns of unigenes for which probes report significant (P < 0.001) differences between expression levels in *B. napus *1 and B. *napus *2. Definition of classification terms; *non-additive*: expression in one or both *B. napus *lines departs from that expected for additive expression of the values observed in the parent lines; *cytoplasm-specific*: expression in *B. napus *matches the characteristics of that in the maternal parent line; *unclassified*: insufficient data are available to permit classification. The small variation in intensity values reported for a given genotype arises from normalizations being performed independently for each pairwise comparison conducted. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

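Leaf RNA of 4 genotypes, *B. rapa*, *B. oleracea* and a pair of *B. napus* lines resynthesised from them, was measured on 16 arrays, 4 biological replicates per genotype, with a single colour (Cy3). Each sample pooled the first true leaves of 3 plants. The labels give the lines the numbers 2 and 4 and the paper the numbers 1 and 2. The replicate numbers are not stated to be the growth blocks, so they were not used as blocks outside the sensitivity analysis.

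The authors deposited, for each array, the output of Feature Extraction 9.5.3.1. Its processed signal is an intensity after local background subtraction and detrending, without normalization between arrays. This signal was positive for every non-control spot, so that low values may not be plain differences from background. The mean pixel signal and background signal are intensities without correction. The deposited files also give each spot's p-value for equality with its background, and flags for signal above background, for outlier spots and for saturation. The authors also deposited a table of processed values without stating its scale, and by comparison with the scanner values this deposited table holds the natural log of the background-subtracted processed signal plus a constant for each array. The constant varied over spots by at most 0.000014. The table was used as an alternative only. Additional files 2 and 3 and part of Additional file 1 were used. The lists of its 3 largest classes were held only in part, so that overlaps with them were not tested. The Rosetta Resolver steps of the paper, the error-weighted average and the ratios, are not in these files and were not repeated.

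A spot gave significant signal on an array where the scanner software marked it as well above background. Spots, not probes, were counted for consistency, and the 15 classes were counted over unigene names. For the quantitative results the log2 processed signal minus the 75th percentile of the array's non-control spots was used, without outlier spots. The spots of a probe were averaged, and a duplicated probe counted as well above background on an array only where both spots were. Differences between genotypes were tested with limma 3.58.1 in R 4.3.3, in a fit of all 16 arrays with a mean per genotype. A unigene entered a comparison where it was well above background on all 4 arrays of at least 1 genotype compared. The limits were an unadjusted P under 0.001 and a fold change over 2, as in the paper. The paper's further limit, a log10 intensity over -1.8, was run only as an alternative to the filter on signal above background. The paper does not state the scale of this intensity. Adjusted P values are those of Benjamini and Hochberg over all unigenes tested. Departure from the parental mean was tested from the same fit with the delta method on the linear mean of the parents. Where a genotype had no array well above background, only a lower bound of the fold change is given. The bound sets the mean of the brighter genotype against the mean over arrays of the higher of the probe's own signal and the lowest signal of any probe well above background.

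The PCA was computed with numpy 2.4.6 on z-scores across arrays, and the separation of the lines was tested by an exact permutation test. Fisher's exact test and rank correlations came from scipy 1.17.1, tables were handled with pandas 2.3.3 and data.table 1.17.8, and plots were drawn with matplotlib 3.10.9, all other steps running in Python 3.11.15. Each test across many unigenes was tested on simulated data. The 27092 unigenes simulated were well above background on every array, and 200 of them were changed by 2 on the log2 scale. Recovery was 98.5% to 100% over the 6 pairs of genotypes and the test of the parental mean, with 0 to 2 false calls. These rates do not cover dim unigenes, departures with a parent not above background or changes near the 2-fold limit.

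Unigenes are named in the text by a rule set before the data were examined. It covers the 22 unigenes of Tables 2 and 3, the 17 listed as cytoplasm-specific, the 5 with the largest fold change in each direction in Additional file 2, the 5 with the largest difference in each direction in the limma comparison of the lines among those well above background and not overlapping between the lines on all 8 arrays, and the members of classes with 5 or fewer unigenes. The main choices and all alternatives except a single scaling were also set then. The alternatives were other flags and error models for significant signal, linear signals and z-scores within arrays for the PCA, and normexp background correction (offset 50) with or without quantile normalization. Quantile normalization of the processed signal, the deposited table, other filters, other limits, the slide or replicate number as a block, fits of only the arrays compared, and leaving out each array in turn were also run. The scaling added later takes the 75th percentile over the probes well above background on all 16 arrays. Gene names are the descriptions in the array files, since the gene table at hand did not hold the unigene names.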

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

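The tests of local background, of negative controls and of the scaling of the arrays on the unigenes departing from the parental mean were chosen after the results were seen. Those of other groupings of the arrays, of the number of spots above background and of RNA from another species were written before.

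The number of outlier spots stood apart in the line labelled 2, where replicate 2 had 31 and the others between 4 and 7. The same array stood apart on component 2 of the PCA, at -147 against -61.4 to -52.0 on the other 3. With 12 groups of 4 arrays examined for each kind of value, chance gives about 1 in 20. The array also had the most spots above background of its line, 55826. Over the 8 *B. napus* arrays component 2 followed the number of spots above background with Pearson's r of -0.69 (exact permutation p = 0.058, 0.12 after adjustment over 2 components) and Spearman's rho of -0.64 (exact permutation p = 0.096). Without the 2 arrays farthest from the median, r was -0.74. Component 3 gave r of 0.45 (exact permutation p = 0.30) and rho of 0.52 (exact permutation p = 0.20). This number is only an indirect measure of background, and 8 arrays leave the relation open, so that it cannot be told apart from other differences between plants. Of the direct measures, the local background had r of -0.089 with component 2 (exact permutation p = 0.83) and 0.10 with component 3 (exact permutation p = 0.84). Over 8 arrays this excludes no relation. For the array itself the local background of 35.5, within the 35.1 to 37.9 of the other 3, argues against local background as what set it apart. The signal of the negative controls, which is background left after subtraction, had r of 0.94 with component 3 (exact permutation p = 0.0019, 0.011 after adjustment over 6 correlations) and -0.80 with component 2 (exact permutation p = 0.013, 0.040 after adjustment). Without the 2 arrays with the most extreme values, r was 0.78 and -0.64. Background left after subtraction may thus account for part of the spread of the *B. napus* arrays on these components. On the array that stood apart this signal was -2.07, close to the -2.10 of replicate 4, which did not. Outlier spots were left out of all log2 values, so that they did not enter the PCA directly. No biological explanation was tested.

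Of 158 groups of 4 arrays of the named unigenes, all well above background, 7 held an array far from the other 3, about as many as the 1 in 20 that chance gives. In *B. oleracea*, JCVI_10493 had a log2 signal of 4.47 in replicate 3 and between 3.12 and 3.21 in the others. RNA of *B. rapa* in this sample, in which the unigene is brighter, would need a share of 8.59%. That share would raise the 913 probes that are at least 3 brighter on the log2 scale in *B. rapa* by a median of 1.09. The observed median rise was 0.086, and 1.10% of the probes reached the size that the share needs, which argues against *B. rapa* RNA in the sample. A change in this unigene alone, in the plants or in the hybridization, stays open and was not tested.

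In the line labelled 2, JCVI_41745 was at -0.95 in replicate 1 and between -2.68 and -2.44 in the others. JCVI_15826 was at -3.78 in replicate 2 (others -3.02 to -2.92), JCVI_31339 at 0.81 in replicate 2 (others 1.01 to 1.05), JCVI_14643 at -0.52 in replicate 1 (others -0.17 to -0.17) and JCVI_23824 at -1.16 in replicate 4 (others -1.36 to -1.34). In the line labelled 4, EX121951 was at -1.29 in replicate 2 and between -0.86 and -0.78 in the others. For these 6 no technical or biological explanation was tested.

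Outside the unigenes that the paper lists, 45 of the 130 unigenes past both limits differed between the lines, 33 of them higher in the line labelled 2 and 12 in the line labelled 4. Their median fold change was 2.07. As many calls as in the real comparison came from 1 of the 35 splits of the 8 arrays, the real one itself, and the largest number from any other split was 57, which argues against chance for the 130 as a whole but not for each of the 45. With the slide as a block, 57 of the 130 passed, among 79 calls. A difference between the lines in cytoplasm stays open and was not tested for these 45.

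In both lines, 1215 of 44743 unigenes departed more than 2-fold from the linear mean of the parents in the same direction, 118 above and 1097 below it. The paper classifies departures only among the 98 unigenes that differ between the lines. Of 100 drawn groupings of the 16 arrays, 1, the real one, gave as many calls. These groupings mix the genotypes and so do not test additive expression by themselves. With an adjusted P under 0.05 in both lines, by the delta method on limma's fit, in place of the unadjusted limit, 1588 unigenes departed, so that chance can be excluded for the set as a whole as far as these P values hold. The scaling of the arrays moved the number. With the percentile over the probes detected on all arrays it was 637 (191 above, 446 below), of which 564 were among the 1215. A constant per array moves all unigenes the same way, so departures on both sides of the mean, 191 of them above it, argue against scaling as the whole cause. How much of the excess below the mean it accounts for stays open. With the parental mean on the log2 scale the direction turned, with 6427 of 6689 above it, since the linear mean is never below the log2 mean. For 5220 of the 6689 a parent was not well above background on any array, so their log2 mean is not well defined. This also holds for a parent of 638 of the 1215. Non-additive expression in the resynthesised lines was not tested apart from the choice of additive scale and background correction, under which the number was 140.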

How the results depend on the processing

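Of the tests here, only the scaling by the probes detected on all arrays was chosen after the results were seen. Counts not given below stayed within 1.5 times the first value. Where no cause is named, the cause was not tested.

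Significant signal depended on the flag. The laxer flag gave 7364 spots without signal, 2240 A and 2710 C genome-specific unigenes, 33 *B. rapa*-only, 7 *B. oleracea*-only and 7 tetraploid-only unigenes, and 12 of the 22 unigenes of Tables 2 and 3 in the A genome-specific class. A p-value for equality with background under 0.001 gave 9804 spots without signal, 35, 7 and 5 unigenes in the same small classes, 6 in the remaining classes and 12 of the 22. Both call more spots above background by construction. Under the error model and with outlier spots left out, all 10 counts stayed within 1.5 times.

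Z-scores within arrays put 67.2%, 14.1% and 2.92% of the variation on components 1 to 3. Probes above background on at least 1 array gave 47.4% and 17.2% for components 1 and 2, and normexp with quantile normalization 12.6% for component 2. The difference between distances across and within lines, 11.2, turned negative under these settings (-1.11, -6.40 and -4.66) and with the deposited table (-2.98), and was 6.17 with linear signals. The exact permutation p of the first value was 0.2.

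Normexp with quantile normalization, which raises dim signals, lowered the calls between the lines from 130 to 28 (57.1% higher in the line labelled 4, against 36.2%), between the diploids to 13363, of the line labelled 2 against *B. rapa* and *B. oleracea* to 4840 and 3891 (76.5% and 80.0% higher in the line, against 46.0% and 47.8%), of the line labelled 4 to 5000 and 4030 (74.3% and 76.7%, against 46.1% and 47.6%), of the 98 listed unigenes to 25 and of departures from the parental mean to 140. The deposited table gave 723 departures. With it 58.0% of the calls between the lines were higher in the line labelled 4, and 70.2% and 66.7% of those of the line labelled 2 and 75.3% and 73.7% of those of the line labelled 4 against *B. rapa* and *B. oleracea* were increases. The added scaling gave 637 departures, with increases of 70.3%, 65.0%, 71.2% and 66.5% in the same order.

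Requiring all arrays compared to be above background, which tests fewer unigenes, gave 10979 calls between the diploids, 10593 and 9138 for the line labelled 2 against *B. rapa* and *B. oleracea*, 10928 and 9280 for the line labelled 4, 9 of the 60 listed non-additive unigenes and 367 departures. Without a fold change limit, a looser criterion, there were 617 between the lines, 27695, 24382, 27892 and 24570 in the same order, and 12361 departures. The log2 parental mean gave 6689 departures. The slide as a block gave 79 calls between the lines and 47 of the 98, and as a random block 121 and 84, with a correlation within slides of 0.13.

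With the replicate block the lines differed in 129 unigenes, and 86 of the 98, 12 of the 17 and 51 of the 60 listed unigenes passed. Arrays with the same number did not deviate together (mean r 0.050 over 24 pairs, 10 above 0.1, against -0.017 over 72 pairs with different numbers), so the numbers were not taken to pair the samples. All arrays were scanned on a single day, so a block for scan date was not run.

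The medians of the genome-specific unigenes in *B. napus* moved towards 0 with other scalings. They were -0.68 and -0.65 with normexp and quantile normalization, -1.44 for the A genome with quantile normalization of the processed signal, and -1.10 and -1.08 with the percentile over unigenes expressed in all genotypes, which are also the probes of the added scaling. The SD of duplicate spots was 0.028 with normexp and 0.044 for pairs above background.

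Each array left out in turn gave the following lowest and highest values: 31827 to 33367 spots without signal, 39720 to 42738 consistent spots, 27356 to 29626 unigenes in all genotypes, 3428 to 3681 A and 4425 to 4800 C genome-specific, 135 to 196 *B. rapa*-only, 19 to 227 *B. oleracea*-only (227 without *B. oleracea* replicate 4), 12 to 20 tetraploid-only (20 without *B. oleracea* replicate 2), 14 to 44 in the remaining classes (30 without *B. oleracea* replicate 4, 35 without replicate 2 of the line labelled 2, and 27 and 44 without replicates 2 and 4 of the line labelled 4), and 22 of the 22 throughout. Components 1 to 3 held 33.2% to 42.7%, 18.5% to 27.8% and 7.73% to 9.95%. The distance difference was -6.21 to 38.8, negative without replicate 1 (-3.60) and replicate 3 (-6.21) of the line labelled 2. It was highest without replicate 4 of the line labelled 4. Calls between the lines were 90 to 178, between the diploids 24320 to 25985, for the line labelled 2 16653 to 17174 against *B. rapa* and 13807 to 15297 against *B. oleracea*, and for the line labelled 4 17040 to 17704 and 14046 to 15448. Of the listed unigenes 68 to 81 of 98, 12 to 15 of 17 and 49 to 54 of 60 passed, and 1065 to 1433 departed from the parental mean. The genome-specific medians were -1.50 to -1.47 for A and -1.37 to -1.32 for C (-1.37 without *B. oleracea* replicate 4).

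For the 57 named unigenes, 1068 values were computed under the alternatives. In 1033 the call was the same, in 35 it was lost and in 0 did the direction turn. Of the 35, 18 came from normexp with quantile normalization and 6 from the slide block, and 8 from arrays left out, in JCVI_22650 and JCVI_15582. Signal over background limits the smallest levels that can be compared, since between 38.5% and 57.2% of the spots of an array were well above it.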

Differences from the paper's values

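No test in this part was chosen after the results were seen, apart from a scaling named below.

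The paper's value for the variation on principal component 1 is 22.1%, and the value from the deposited scans is 35.9%. Of the alternatives set before the data were examined, only the deposited table of processed values, with 33.0%, lies within 1.5 times the paper's value. Linear signals (34.9%), z-scores within arrays (67.2%), probes above background on at least 1 array (47.4%), normexp with quantile normalization (37.1%) and each array left out in turn (33.2% to 42.7%) do not.

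For component 2 the paper's value is 13.6%, against 25.6% from the scans. Normexp with quantile normalization (12.6%), z-scores within arrays (14.1%), probes above background on at least 1 array (17.2%) and leaving out *B. oleracea* replicate 4 (18.5%) lie within 1.5 times the paper's value. Linear signals (25.2%), the deposited table (24.3%) and leaving out any other array do not.

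The paper describes the genotypes as forming distinct groups along component 1 and the replicates of each genotype as lying close together. In the scans *B. oleracea* replicate 4 lay at -9.76 on component 1, beyond the *B. napus* arrays (-123 to -34.4) from the other *B. oleracea* arrays, and the largest distance within a genotype (557) exceeded the smallest between species (306). All species were apart on component 1 with linear signals, z-scores within arrays, probes above background on at least 1 array, normexp with quantile normalization and the deposited table, and without *B. rapa* replicate 1 or 4. They were not apart when any other array was left out.

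Of the 98 unigenes that the paper lists as differing between the lines, 85 passed both limits. The number was 86 with quantile normalization or the replicate block, 63 with all arrays compared above background, 47 with the slide as a block and 25 with normexp and quantile normalization. Of the 17 listed as cytoplasm-specific, 13 had the full pattern. Quantile normalization and leaving out *B. oleracea* replicate 4 gave 15, the deposited table, no limit on the fold change and leaving out *B. rapa* replicate 2 gave 14, and the scaling by probes detected on all arrays, chosen after seeing the values, gave 15. The slide as a block gave 11, normexp with quantile normalization 10 and all arrays compared above background 9. Of the 60 listed as non-additive, 51 departed from the parental mean. An adjusted P under 0.05 gave 58, the log2 parental mean 56, normexp with quantile normalization 54, and leaving out *B. rapa* replicate 2 or 3 gave 54 and 53. The slide as a block gave 41 and all arrays compared above background 9, which tested only 11 of the 60. The log2 mean is not well defined for the 37 with a parent not above background.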

Other observations

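The test for pairs of neighbouring loci among the 98 listed unigenes was chosen after the list had been seen. The other tests were set before their results.

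The largest differences between genotypes were put to the same count of other groupings of the arrays as the comparison of the lines, with the 8 arrays compared in each fit. Between *B. rapa* and *B. oleracea* the real split gave 24521 calls and the largest other split 108. The line labelled 2 gave 17263 against *B. rapa* (66 in the largest other split) and 14364 against *B. oleracea* (162). For the line labelled 4 these numbers were 17681 (164) and 14665 (91). In each of these 5 comparisons 1 of 35 splits, the real one, gave as many calls, which argues against chance.

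The signal of the genome-specific unigenes in *B. napus* was lower than in the diploids. Under equal total RNA, a genome dose of 0.5 gives a log2 difference of -1. The medians were -1.49 for the A and -1.33 for the C genome-specific unigenes. Scaling of the arrays moved them. With the 75th percentile taken over unigenes expressed in all genotypes they rose by 0.39 and 0.25, to -1.10 and -1.08, which argues against this scaling as the whole cause. Normexp with quantile normalization gave -0.68 and -0.65, so the size of the decrease stays open. A lower dose of each genome stays open as a hypothesis, and the background correction was not tested as a cause.

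Technical explanations were tested for the genome-specific unigenes themselves. If they arose because signal in the other diploid stayed just under the detection limit, a large share would carry the laxer flag on all its 4 arrays. This share was 8.17% in the A and 10.9% in the C genome-specific class. It argues, for most of them, against signal that stayed just under the limit on all 4 arrays. The flag was on none of the 4 arrays for 47.8% and 44.7%. The others carried it on at least 1 array, so signal under the limit on some arrays stays open for them. Probes marked for cross-hybridization held fewer genome-specific unigenes. They made up 12.5% of these probes (781 genome-specific against 5454 expressed in all genotypes) and 24.4% of the other probes (odds ratio 0.443, Fisher's exact test, two-sided, p = 7.6e-103, across probes, which are not independent replicates). Since cross-hybridisation removes genome-specific calls, this value does not bear on how the calls arose. Base composition also differed. The mean GC content was 38.1% in genome-specific probes and 40.1% in probes expressed in all genotypes, a difference of -2.07 percentage points, and the means of 10000 random sets lay between 39.5% and 39.9%. Base composition may thus contribute to the genome-specific calls. Sequence differences, and transcripts present in a single genome, stay open.

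Segments of the genome exchanged in a line were tested as an explanation of differences between the lines. An Arabidopsis locus is given in the description of 1262 of the 7853 genome-specific unigenes (16.1%), under the 80% needed, so the test is void. Its value was a correlation of 0.082 between the line differences of neighbouring loci, across 454 pairs (permutation p = 0.052). For the C genome it was 0.10 (permutation p = 0.043) over 284 pairs and for the A genome 0.018 (permutation p = 0.40) over 170 pairs. Among the nuclear unigenes of the paper's list, 52 of 74 (70.3%) had a locus, which is also too few. Within 20 gene models of each other and higher in the same line lay 9 pairs of neighbouring loci, against a mean of 1.18 and at most 8 in 10000 random draws (permutation p = 0.0001, the smallest that these draws can give). Tandem duplicates that share signal could bear only on pairs close together, and 4 pairs were at most 2 gene models apart. Of these, At2g40880 with At2g40890 and At3g28940 with At3g28960 are unlike genes by their descriptions, which argues against duplicates there. The remaining 5 of the 9 pairs were 5 to 18 gene models apart. Of the 130 unigenes past the limits between the lines, 43 were C genome-specific and 2 A genome-specific, from classes of 4425 and 3428. This uneven split was not tested further. Segments that differ between the lines could account for part of the differences, but with loci for so few unigenes they cannot be told apart from other causes.

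*B. oleracea* replicate 4 had the fewest spots above background, 39975 against 46692 to 50598 on the other 3 arrays, and lay far from them in the PCA. Neither value passed Dixon's ratio test for a group of 4. Its negative controls were at -6.13 intensity units, against -2.91 to -1.40 on the other 3, and its local background at 39.9, against 35.4 to 37.7. Without it the *B. oleracea*-only class grew from 19 to 227 unigenes. No explanation was tested, biological ones included.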
